A study of Mus musculus with 10 samples. Its data were reported in "Gestational arsenic exposure induces site-specific DNA hypomethylation in active retrotransposon subfamilies in offspring sperm in mice" (2020).

How the data were processed

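Sperm of 10 F1 males of the C3H/HeN strain, 5 control and 5 arsenic, each group from different litters, was profiled by RRBS. Per the study's methods, the authors trimmed reads with Trim Galore, mapped them with Bismark to the mouse genome build mm10, and kept CpGs covered at least 10 times in all 10 samples with methylKit. They called DMCs by logistic regression and joined neighbouring CpGs to DMRs with eDMR. A DMR held at least 3 CpGs and at least 1 DMC and differed by more than 10 percentage points between the groups. Each region was annotated with HOMER by the nearest TSS, by gene structure and by repeat element. The deposited table of 577 regions holds the mean methylation difference in percentage points (arsenic minus control), the number of CpGs and DMCs, the width, the position, the annotation, and the authors' p-value and q-value of each region. It has 23 columns and was used whole. Read counts, coverage and methylation levels of single animals were not used here, so the depth behind each region is unknown apart from that minimum of 10. Methylation differences from few reads are less precise, and how far this holds for a given region cannot be given.

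The deposited q-values equal a Benjamini-Hochberg adjustment of the deposited p-values over the 577 listed regions (largest absolute difference 2.57e-16). They therefore do not count regions that were tested and left off the list. The largest q-value is 0.0389, and 73 regions (12.7%) have a q-value above 0.01.

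Positions were compared with the GRCm38.p6 assembly, the same build as mm10. In the start column all 576 regions on the 21 chromosomes begin at a base of a CpG (100%), while the start in the region name, 1 lower, does so for 26.6%. Positions are therefore given from the start column, counted from 1. One region, a hypoDMR in an L1MdA element on an unplaced contig, has no gene annotation. It was counted by sequence class and subfamily, as farther than 2000 bp from a TSS and as outside chrX and chrY, and left out where a chromosome or gene is needed.

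The hypo share was tested against 50% by an exact two-sided binomial test, shares carry 95% Wilson intervals, and these intervals cover counting error only. Medians of hypoDMRs and hyperDMRs were compared by two-sided permutation tests with 100000 resamples. Sequence classes, subfamilies, chromosomes and distance to the TSS were compared between hypoDMRs and hyperDMRs by Fisher's exact test, two-sided. Neighbouring regions were tested by shuffling directions within chromosomes. Benjamini-Hochberg adjustment was over the classes, subfamilies, chromosomes or lists of one result, with a threshold of 0.05. Subfamilies were read from the start of the element's name. The subfamily test was over regions in LINE or LTR elements. Nearby regions and regions of the same animals are not independent, so the p-values describe the list, not a population of mice.

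Because the genome was at hand, an approximate background was made by cutting it in silico at MspI sites. The expected number of DMRs per chromosome used the 1540704 CpGs in fragments of 40 to 220 bp. Annotation and gene lists used the 210421 such fragments with at least 3 CpGs. Of the DMRs, 87.8% overlapped a fragment of 40 to 220 bp and 98.8% one of 40 to 300 bp. DMRs and fragments were classed alike by their midpoint on RefSeq transcripts, with the promoter from 1000 bp upstream to 100 bp downstream of the TSS. This gave the class of the deposited annotation for 97.7% of the DMRs and the same nearest gene for 87.3%. To find close copies, the central 100 bp of each DMR, of 20000 fragments drawn at random outside chrY and of the 2701 fragments on chrY was converted in silico for both strands. Its placements in the converted genome were counted, once for identical sequence and once for up to 3 mismatches. A copy present in C3H/HeN mice and absent from this assembly was not counted.

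The regions named were chosen by a rule written before the data were examined. It takes the 10 hypoDMRs and 5 hyperDMRs with the largest absolute difference, the 15 hypoDMRs and 10 hyperDMRs with the largest absolute difference within 2000 bp of a TSS, and the 5 with the most DMCs. It also takes up to 4 per gene list and the 2 with the largest absolute difference in each of L1MdA, L1MdF, L1MdT and IAPE. The 8 gene lists (imprinted genes, piRNA and retrotransposon silencing, DNA and histone methylation, spermatogenesis, arsenic metabolism and oxidative stress, liver tumour genes, developmental transcription factors, and somatic cell markers), the tests and the alternatives were fixed at the same time. The in-silico background for annotation and gene lists and the count of placements were worked out later.

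Alternatives were stricter thresholds on difference, q-value, CpGs and DMCs, leaving out the sex chromosomes, merging regions within 10 kb, means for medians, other distances and other backgrounds. The scripts were tested on simulated data. All 59 planted sequences were counted with the right number of identical copies, and all 40 with a copy at 3 and another at 4 mismatches were counted rightly. With random directions over the 577 regions, Fisher's exact test passed 0.05 in 5% of 500 draws. With true class shares of 33% of hyperDMRs and 17% of hypoDMRs it passed, unadjusted, in 90.4%. That rate does not hold for smaller differences or for tests over fewer regions, such as those of subfamilies. The permutation test of medians passed in 1.5% of 200 draws with random labels and in 100% with a shift of 2 points. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.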

Results

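Sperm DNA was collected from C3H/HeN males aged 17 to 19 weeks. The 5 control males came from untreated dams and the 5 arsenic males from dams given arsenite during pregnancy. The males are called F1, the first generation of offspring. Cytosine methylation was measured by reduced representation bisulfite sequencing (RRBS), in which MspI cuts enrich CpG-rich fragments and bisulfite turns unmethylated cytosines into thymines. The authors' deposited table lists 577 differentially methylated regions (DMRs) between the arsenic and the control group, and every methylation difference, DMC count and q-value of a region below is the authors'. A hypoDMR had lower methylation in the arsenic group and a hyperDMR higher methylation. Values of single animals were not analysed here, so the depth behind each region is unknown apart from the minimum of 10 reads per CpG in the study's methods, no spread between animals can be given, and every test below compares regions, not animals.

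The first question was whether arsenic exposure of the dam was accompanied by loss or gain of methylation in F1 sperm. HypoDMRs numbered 494 and hyperDMRs 83. The hypo share was 85.6% (95% Wilson interval 82.5 to 88.2%), which differed from an even split (exact two-sided binomial test, p = 3.76e-72). The largest loss was an intergenic region of chr8, 8992045 to 8992111, where methylation differed by -26.1 percentage points over 5 CpGs. Its nearest gene by transcription start site (TSS) was 4933430N04Rik, at 140210 bp. An intergenic region nearest to Tmem132b, chr5, 126082330 to 126082405, followed with -25.9 points. Next came an ETnERV element of chr17, 23523263 to 23523344, with -22.9 points. A region in intron 2 of Cast, which encodes the calpain inhibitor calpastatin, lay in an IAPEY3 long terminal repeat at chr13, 74796145 to 74796181, and differed by -21.5 points. Regions nearest to Olfr862, an olfactory receptor gene, and at the 3' end of Skor1, a transcriptional corepressor gene, differed by -20.8 and -20.4 points. The other hypoDMRs of the 10 with the largest differences were nearest to C130026L21Rik, Nxph2, Tppp and Chrne, at -20.1 to -19.8 points. The region near Olfr862 and that near Nxph2 lay in IAP-type elements, and their central 100 bp had 346 and 89 placements in the converted genome when up to 3 mismatches were allowed.

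The largest gain was an RLTR10A element of chr8, 4408297 to 4408550, nearest to the chemokine gene Ccl25, with 21.5 percentage points over 15 CpGs. It was followed by an MTE2b element nearest to Epb41l4a (chr18, 34064410 to 34064553) with 17.3 points and an intergenic region nearest to 4930553C11Rik with 16.5 points. An L1MdA element in intron 1 of 6030498E09Rik on chrX (38807221 to 38807276) gained 16.4 points, with 28 placements of its central 100 bp at up to 3 mismatches, and an MT2B element nearest to Nova1 gained 16.1 points. Of these 5 hyperDMRs, 3 lay in LTR elements and 1 in a LINE.

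**Figure D1:**
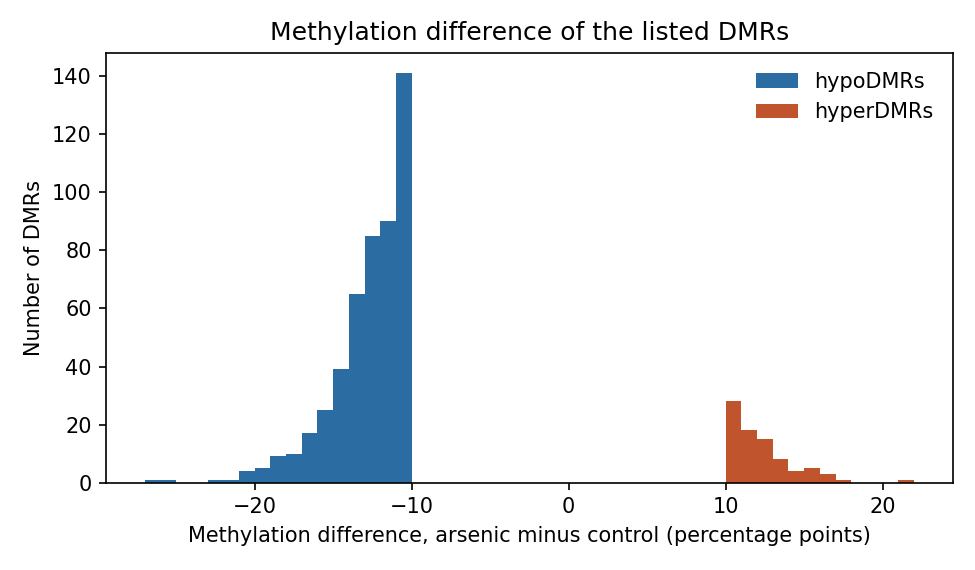
Number of DMRs in bins of 1 percentage point of the methylation difference, arsenic minus control, with hypoDMRs in blue and hyperDMRs in orange. The 494 hypoDMRs reach -26.1 points and the 83 hyperDMRs reach 21.5 points; the authors listed no region under 10 points.

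The median absolute difference was 12.3 percentage points in hypoDMRs (quartiles 10.9 and 13.8) and 11.8 points in hyperDMRs (quartiles 10.8 and 13.2), a difference that did not pass the two-sided permutation test (p = 0.162). HypoDMRs had a median width of 143 bp with 6 CpGs and hyperDMRs 125 bp with 5 CpGs (permutation test, adjusted p = 0.339 for width and 1 for CpGs). Both kinds had a median of 1 differentially methylated cytosine (DMC), and 372 of the 577 regions (64.5%) held a single DMC. The hypo share was 83.3% (95% interval 79.2 to 86.8%) among regions with 1 DMC and 91.4% (83.9 to 95.6%) among the 93 regions with at least 3. The region with the most DMCs, 10, was an intergenic hypoDMR of chr5 (148804378 to 148804525) nearest to 4930505K14Rik. Hypo regions at the promoter of Akap7 and in intergenic sequence nearest to Oxtr, the oxytocin receptor gene, at -73998 bp from its TSS, held 9 DMCs each. A region 640 bp from the TSS of B3gnt4 held 8 DMCs. An intergenic region nearest to Fgfr2, a fibroblast growth factor receptor gene, also held 8 (chr7, 130369477 to 130369627). It lay at -102744 bp from the TSS of Fgfr2 and differed by -18.8 points with the smallest q-value of the list, 3.83e-19.

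The study also asked where in the genome the regions lie. Intergenic sequence held 336 hypoDMRs (68.0%) and 47 hyperDMRs (56.6%), introns 82 (16.6%) and 17 (20.5%), and exons 44 (8.91%) and 14 (16.9%). Promoters, from 1000 bp before to 100 bp after the TSS, held 13 hypoDMRs and 3 hyperDMRs. Transcription termination sites (TTS) held 8 and 1, 3' UTRs 7 and 0, 5' UTRs 1 and 1, and non-coding transcripts 2 and 0. None of the 8 classes differed between hypoDMRs and hyperDMRs after adjustment (Fisher's exact test, smallest adjusted p = 0.183, unadjusted p = 0.0453 for intergenic and 0.0458 for exons). Against candidate fragments cut from the genome in silico, promoters held fewer DMRs than their share, 2.95% (95% interval 1.85 to 4.68%) of DMRs and 17.2% of fragments (exact binomial test, adjusted p = 1.97e-26). Intergenic sequence held more, 65.6% (61.7 to 69.4%) of DMRs and 37.0% of fragments (exact binomial test, adjusted p = 6.19e-43). Sequence at least 50% repeat-masked made up 35.2% (31.5 to 39.2%) of DMRs and 30.1% of fragments (exact binomial test, adjusted p = 0.0128). These fragments are an approximate background that knows neither the coverage nor the methylation level of a region.

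By detailed annotation, long interspersed elements (LINEs) held 106 hypoDMRs and 10 hyperDMRs, and long terminal repeat (LTR) elements 82 and 27. LTR elements made up 32.5% of the hyperDMRs and 16.6% of the hypoDMRs (Fisher's exact test, odds ratio 2.42, adjusted p = 0.0127). Intergenic sequence with no further annotation showed the opposite, with 15.7% of the hyperDMRs and 30.2% of the hypoDMRs (odds ratio 0.43, Fisher's exact test, adjusted p = 0.0278). In both classes losses still outnumbered gains, with hypo shares of 75.2% in LTR elements and 92.0% in unannotated intergenic sequence. LINEs made up 21.5% of the hypoDMRs and 12.05% of the hyperDMRs, which did not pass (Fisher's exact test, adjusted p = 0.180). Short interspersed elements held 20 hypoDMRs and 4 hyperDMRs. No class passed at 15 points or more (10 hyperDMRs), with q at most 0.001 (27) or with at least 2 DMCs (21). The share of LTR elements stayed higher in hyperDMRs, by 17.0, 18.2 and 17.6 points against 15.9 in all regions. That of unannotated intergenic sequence stayed lower, by -2.43, -13.9 and -23.2 points against -14.5, and did not pass with at least 5 CpGs or within intergenic sequence either (Fisher's exact test, adjusted p = 0.0578 and 0.0792).

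**Figure D2:**
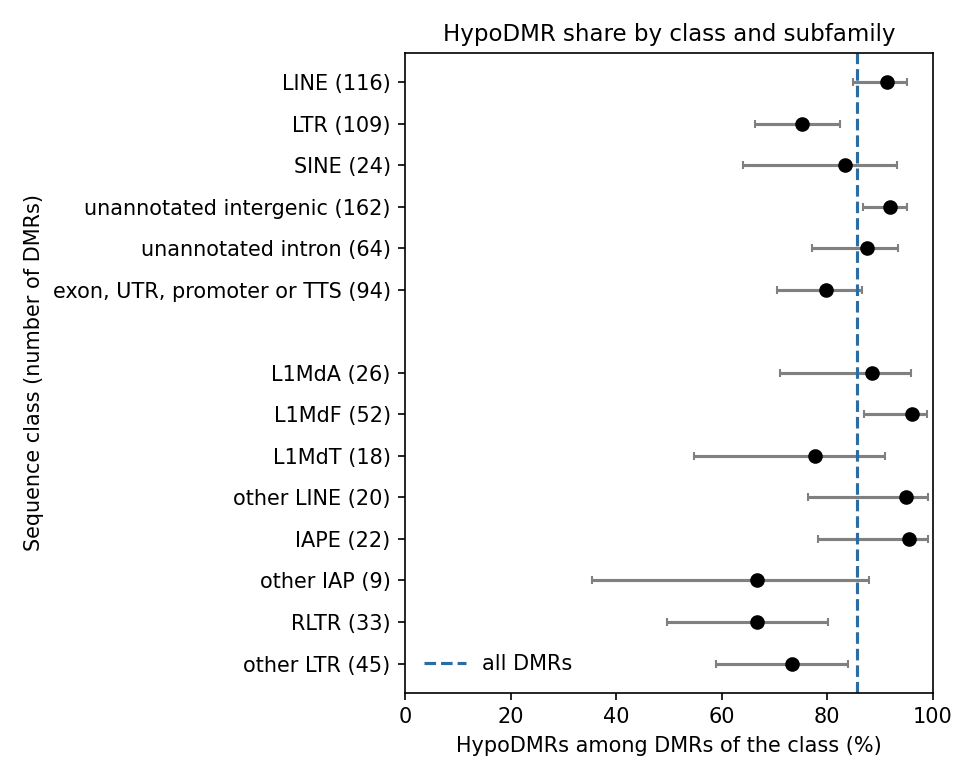
Percentage of hypoDMRs among the DMRs of each sequence class with at least 10 DMRs (upper part) and of each retrotransposon subfamily (lower part); bars are 95% Wilson intervals, numbers in brackets are DMRs and the dashed line is the share of all DMRs, 85.6%. L1MdF lies at 96.2% and RLTR at 66.7%.

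The L1MdF subfamily of LINEs held 50 hypoDMRs and 2 hyperDMRs, 26.6% of the hypoDMRs in LINEs or LTR elements and 5.41% of the hyperDMRs (Fisher's exact test, adjusted p = 0.0369). RLTR elements held 22 and 11, or 11.7% and 29.7% (Fisher's exact test, adjusted p = 0.0369). The L1MdA subfamily held 23 hypoDMRs and 3 hyperDMRs and L1MdT 14 and 4. IAPE, a group of endogenous retroviruses of the intracisternal A-particle (IAP) type, held 21 and 1, other IAP elements 6 and 3, other LINEs 19 and 1, and other LTR elements 33 and 12. None of these 6 groups passed (Fisher's exact test, smallest adjusted p = 0.121). The tests by sequence class and by subfamily set hypoDMRs against hyperDMRs, of which 37 lay in LINEs or LTR elements. They do not show whether a subfamily holds more DMRs than its share of the covered CpGs. The L1MdF difference of -21.2 points passed under none of the 4 stricter rules that could be tested, where it was -16.8 to -26.2 points, nor against all DMRs (Fisher's exact test, adjusted p = 0.0648). RLTR passed against all DMRs, with q at most 0.001 (9 hyperDMRs in LINEs or LTR elements) and with at least 2 DMCs (7). It did not pass at 15 points or more or with at least 5 CpGs (Fisher's exact test, adjusted p = 0.803 and 0.156). L1MdF and RLTR passed without chrX and chrY (Fisher's exact test, adjusted p = 0.0170 and 0.0340). The largest differences in L1MdA were -16.6 points in a region nearest to Gm5934 (chrX, 24237434 to 24237995) and the gain in 6030498E09Rik given above. In L1MdF they were -17.4 points nearest to Zfy2 on chrY (2358727 to 2358772) and -17.1 points nearest to Stc2 on chr11. In L1MdT they were -14.1 points nearest to Rprl1 on chr6 and -14.0 points nearest to Ssty1 on chrY, and in IAPE those of Cast and Olfr862.

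Many of these elements have close copies elsewhere. The central 100 bp of a region, converted in silico as bisulfite does, had a single placement at up to 3 mismatches in 92.5% of the 320 DMRs outside repeats. It had one in 16.0% of 25 DMRs in L1MdA, 34.6% of 52 in L1MdF, 22.2% of 18 in L1MdT and 18.2% of 22 in IAPE. With identical sequence required, the shares were 80.0%, 88.5%, 61.1% and 72.7%. Among the 89 regions with a single placement, the L1MdF difference was -13.2 points and that of RLTR 10.5 against 18.0 in all 225, with the RLTR hypo share at 66.7% in both. Neither passed there (Fisher's exact test, adjusted p = 0.547 for both), so this smaller set does not show whether copies made the difference.

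**Figure D3:**
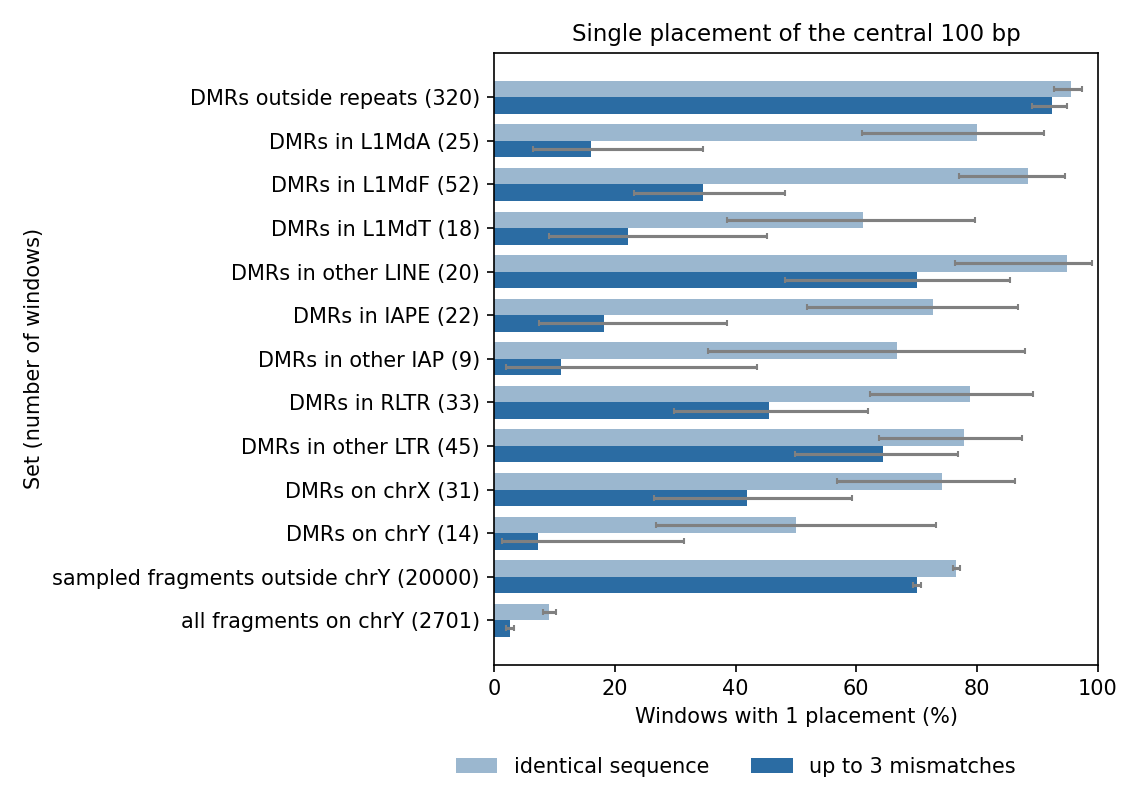
Percentage of windows of 100 bp with 1 placement in the bisulfite-converted genome, for identical sequence (light) and for up to 3 mismatches (dark); bars are 95% Wilson intervals and numbers in brackets are windows. DMRs outside repeats lie at 92.5% for up to 3 mismatches, those in L1MdA at 16.0% and those on chrY at 7.14%.

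On the sex chromosomes, chrX held 26 hypoDMRs and 5 hyperDMRs, and chrY 14 hypoDMRs and 0 hyperDMRs. Of the 14 regions on chrY, 8 lay in LTR elements and 4 in LINEs, and of the 31 on chrX, 20 lay in LINEs, 9 of them in L1MdA. The hypo share on chrX was 83.9% (95% interval 67.4 to 92.9%), that on chrY 100% (78.5 to 100%) and that on the autosomes 85.3% (82.0 to 88.1%). The share on chrX did not pass against the autosomes (Fisher's exact test, adjusted p = 0.795), and with 14 regions even the share of 100% on chrY could not (adjusted p = 0.476). HypoDMRs outnumbered hyperDMRs on each of the 21 chromosomes. The number of DMRs per chromosome was set against its share of CpGs in candidate fragments. chrY held 14 against 7.01 expected, chr18 26 against 16.8, and chr2 28 against 41.6, and none of the 21 passed after adjustment (exact binomial test, adjusted p = 0.238 for each of these). With all CpGs of the genome as background, chrY fell from 2.00 to 1.03 times the expected number. That background includes CpGs that RRBS does not enrich.

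Of the 577 regions, 42 lay within 2000 bp of a TSS, 32 hypoDMRs and 10 hyperDMRs. With DMRs and candidate fragments placed alike by midpoint, 7.81% (95% interval 5.89 to 10.3%) of DMRs and 36.4% of fragments lay that close (exact binomial test, adjusted p = 1.33e-55). Fragments methylated at under 10% in control sperm cannot become hypoDMRs and were not left out of this background. The low share near TSSs may therefore follow in part from the calling rule. The hypo share of the 42 regions, 76.2% (95% interval 61.5 to 86.5%), differed from an even split (exact binomial test, p = 0.000941) and not from the 86.4% of the regions farther away (Fisher's exact test, p = 0.105). This difference of -10.2 points was -23.2 with q at most 0.001, where it passed (Fisher's exact test, p = 0.0194), and turned to 13.2 at 15 points or more (p = 0.587). Chrne, a muscle acetylcholine receptor subunit gene, had the largest loss at -19.8 points (chr11, 70617511 to 70617606). That region lay at the 3' end of 4930544D05Rik, 1636 bp from the TSS of Chrne. The promoter of 4930455G09Rik differed by -19.4 points and that of the calcium-binding protein gene S100z (chr13, 95478680 to 95478750) by -18.6 points over 5 CpGs with 4 DMCs. A region 640 bp from the TSS of the glycosyltransferase gene B3gnt4, at the 3' end of the neighbouring Diablo (chr5, 123510995 to 123511206), differed by -18.3 points with 8 DMCs. The promoter of Akap7, an anchoring protein of protein kinase A (chr10, 25299043 to 25299293), differed by -14.8 points with 9 DMCs among 15 CpGs. Other losses were in promoters of 1700063H04Rik (-15.6 points), Olfr773 (-14.2) and Ect2l (-13.6), in exon 2 of the signalling gene Wnt10a (-15.0), and in intron 1 of the Rac exchange factor gene Tiam1 (-13.1) and of Etnppl (-12.7). Psmb11, a thymic proteasome subunit gene, differed by -13.0 points in its single exon. Losses near Rpl7l1, 6530411M01Rik and Mir8115 were -15.2, -15.0 and -13.0 points. The losses of 1700063H04Rik, Olfr773, Wnt10a, Tiam1, Psmb11, Rpl7l1, 6530411M01Rik and Mir8115 rested on 1 DMC each. The region near Rpl7l1 lay in a B1 element, and its central 100 bp had 30523 placements at up to 3 mismatches. Those near Olfr773 and Chrne had 13 and 2.

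The 10 hyperDMRs near a TSS gained 10.2 to 13.2 percentage points. The largest gain, 13.2 points, was in an intron 1524 bp from the TSS of Kmt2a, a histone H3 lysine methyltransferase gene (chr9, 44879591 to 44879909), and rested on 1 DMC among 4 CpGs. Gains followed near Tnfaip8l2 (12.9 points), in the 5' UTR of Best3 (12.2), in the promoter of the anion transporter gene Slc26a9 (11.8), in intron 1 of Prok1 (11.8) and in the promoter of the actin-bundling gene Fscn1 (11.1). Exon 1 of the growth factor gene Egf gained 10.8 points with 3 DMCs. The transcription factor genes Klf6 and Nfia each gained 10.4 points, and a region near Tctex1d4, at the 3' end of Plk3, 10.2 points. The gains of Tnfaip8l2, Best3, Slc26a9, Klf6 and Nfia also rested on 1 DMC each. Of the stricter rules, 2 ended the call of a loss near TSSs: the hypo share was 66.7% of 15 regions with q at most 0.001 (exact binomial test, p = 0.302) and 73.3% of 15 with at least 2 DMCs (p = 0.118). It passed at 15 points or more (100% of 8 regions, exact binomial test, p = 0.00781) and with at least 5 CpGs (80.0% of 25, p = 0.00408).

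Gene lists fixed in advance were set against the nearest gene of each region. No DMR had an imprinted gene as its nearest gene, of 65 listed. With candidate fragments as background, 1.68 regions would be expected, and the difference did not pass (exact binomial test, adjusted p = 0.846). A list of called regions shows no methylation levels, so a count of 0 does not give the level of any imprinted region. The lists for piRNA and retrotransposon silencing and for arsenic metabolism and oxidative stress also had 0 DMRs, with 0.627 and 0.780 expected. The spermatogenesis list had 4 hypoDMRs, all in LINE or LTR elements far from the gene, nearest to the Y-linked Rbmy (-17.8 points), Zfy2 (-17.4) and Ssty1 (-14.0) and to Crem (-12.8), a transcription factor gene of spermatids. The windows near Rbmy and Ssty1 had 72 and 1443 placements at up to 3 mismatches. Developmental transcription factors had 5 hypoDMRs. Among them were 1 each nearest to Irx5 (-11.0 points) and Irx3 (-10.6). The list of DNA and histone methylation enzymes had the hyperDMR of Kmt2a, and the liver tumour list a hypoDMR nearest to Epcam (-12.6 points, 5 DMCs). Markers of somatic cells had 3 hypoDMRs, nearest to Itgam (-13.2 points), Epcam and Inhbb (-11.1). For the comparison with candidate fragments the nearest gene was assigned anew to both, which gave 2 DMRs for the spermatogenesis list, 3 for developmental transcription factors, 0 for liver tumour genes and 2 for somatic cell markers. By these counts no list differed from the background (exact binomial test, smallest adjusted p = 0.614).

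DMRs rarely lay close together. Only 3 pairs of neighbours were within 10 kb of each other, and all 3 were pairs of hypoDMRs. They lay near Dad1 (-12.6 and -12.1 points, 4970 bp apart), near 1700017J07Rik (-13.7 and -12.3 points, 625 bp apart) and near 4933430N04Rik (-11.3 and -26.1 points, 6595 bp apart). Shuffled labels within chromosomes gave 77.6% pairs of the same direction, so 3 pairs of the same direction, the most that 3 pairs allow, cannot show agreement beyond this (one-sided permutation test, p = 0.455). Within 100 kb there were 22 pairs, 81.8% of the same direction against 74.4% with shuffled labels, which did not pass (one-sided permutation test, p = 0.291).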

Values the study reported

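The study reported 494 hypoDMRs and 83 hyperDMRs in F1 sperm of the arsenic group. At single cytosines it reported 2,958 hypoDMCs and 905 hyperDMCs among 2,039,237 CpGs. The percentage of hypoDMCs was reported as highest on chrY, followed by chrX. The study stated that these features and the excess of hypoDMCs were seen again in another independent experiment. Average methylation over CpGs was stated as 42.13 ± 0.04% for control sperm and 41.90 ± 0.06% for arsenic sperm. For the IAPE subfamily 101 hypoDMCs were reported.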

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

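The comparison with regions of a single placement was added after the data were seen. The excess of hypoDMRs kept its direction and passed under the 7 alternatives fixed before the data were examined and the later one, with hypo shares from 84.9 to 89.8%. No class of genomic annotation, no chromosome and no measure of width or CpG number passed under any alternative run, and the imprinted count stayed at 0. The difference in median size between hypoDMRs and hyperDMRs was 0.476 percentage points and turned to -0.0281 with at least 5 CpGs; it passed nowhere.

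Of the 2 repeat classes that passed, 0 did at 15 points or more, at q up to 0.001 or with at least 2 DMCs, and 1, LTR elements, did with at least 5 CpGs or within intergenic sequence. Of the 2 subfamilies, 0 passed at 15 points or more, with at least 5 CpGs or with a single placement, and 1, RLTR, passed at q up to 0.001, with at least 2 DMCs or against all DMRs. LTR elements kept the size of their difference, 15.9 points in the main analysis, 17.0 at 15 points or more, 18.2 at q up to 0.001 and 17.6 with at least 2 DMCs, while unannotated intergenic sequence went from -14.5 to -2.43, -13.9 and -23.2 points. Stricter thresholds leave few hyperDMRs in the repeat class test (10 at 15 points, 21 with at least 2 DMCs), and beyond this construction the cause was not tested. Near TSSs the hypo share was 66.7% at q up to 0.001 and 73.3% with at least 2 DMCs, 15 regions each, and passed in neither. It lay below that of regions farther away in the main analysis (-10.2 points) and in every alternative run but 1, and the difference passed only at q up to 0.001 (-23.2 points, Fisher's exact test, p = 0.0194).

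Smaller differences turned their direction without passing, in the main analysis or the alternative. The values that follow are the share of hyperDMRs minus that of hypoDMRs in percentage points, where nothing else is said. At 15 points or more they were -4.05 for promoter-TSS, -1.35 each for 5' UTR and the remaining repeats, -6.22 for exon, UTR, promoter or TTS as 1 class, 12.9 for L1MdA and -7.14 for other IAP elements. There the width of hypoDMRs minus that of hyperDMRs turned to -11.0 bp and their number of CpGs to -0.5, and the hypo share near TSSs lay 13.2 points above that farther away. At q up to 0.001 they were -0.506 for introns, -9.84 for L1MdT, 2.91 for IAPE and -13.5 for other LTR elements. With at least 5 CpGs they were -6.57 for introns, 1.18 for TTS, -0.322 each for 5' UTR and DNA transposons, -0.865 for SINEs and -4.07 for L1MdT. With at least 2 DMCs they were 3.13 for TTS, -0.543 for 5' UTR, -9.09 for L1MdT, -5.45 for other IAP elements and -9.35 for other LTR elements. Within intergenic sequence the remaining repeats came to -0.298, and without chrX and chrY other IAP elements to -0.746. With a single placement L1MdA and IAPE came to 0.652 each and L1MdT to -5.80. The hypo share on chrX lay above that on the autosomes by 11.9 points at q up to 0.001 and 10.4 with at least 2 DMCs, and below it by -38.3 points at 15 points or more, against -1.44 in the main analysis. Of the 4 chromosomes whose counts the report gives, chrY fell to 0.708 and 0.802 times the expected number under the first 2 of these settings and rose to 4.89 under the third. chrX, at 1.31 in the main analysis, fell to 0.420, 0.119 and 0.581 under the 3 and to 0.802 with at least 5 CpGs. Under the 3 settings few regions were left on chrX and chrY, of 31 and 14 in the main analysis. The hypo shares and ratios there can turn with very few regions and show no change of direction. At 20 points or more chr18, chrX and chrY held 0 DMRs and chr2 1.54 times the expected number. The other chromosomes were counted under each setting only for whether they passed.

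At 20 points or more too few regions were left to test width, sequence class, subfamily or TSS distance, and at 15 or 20 points no neighbours within 10 kb were left. Leaving out animals, another coverage minimum and another scale need values per animal and were not run. No paired analysis was possible because the table of regions holds no values per replicate. Depth per region and animal is unknown apart from the minimum of 10 reads per CpG, so how it limits single calls cannot be given.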

Other observations

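The groups in this paragraph were chosen after their values were seen. Tiam1, a Rac exchange factor gene, held 3 hypoDMRs within its transcript on chr16, more than any other gene matched. They lay in exon 28 (89789079 to 89789370, -11.9 percentage points), exon 4 (89897531 to 89898319, -13.2 points, 5 DMCs among 19 CpGs) and intron 1 (-13.1 points). Dcc, which encodes the netrin receptor, held 2 hypoDMRs in introns on chr18, in an L1MdF element (-10.8 points) and an RLTR10A element (-14.5 points). All 15 DMRs in IAPEY and IAPEY3 elements were hypoDMRs, 8 on chrY and 7 elsewhere, and L1Md_F2 elements held 32 hypoDMRs and 1 hyperDMR. RMER elements, in contrast, held 9 hypoDMRs and 6 hyperDMRs, and IAPLTR2b elements 2 and 3. Of 10 element names with at least 5 DMRs, none differed between hypoDMRs and hyperDMRs after adjustment (Fisher's exact test, smallest adjusted p = 0.231, for IAPLTR2b).

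In the 3 paragraphs that follow, the tests with identical copies and with classes of CpG number were written before their results were seen, and those with up to 3 mismatches, with at least 3 DMCs and with promoters after.

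HypoDMRs outnumbered hyperDMRs. Reads placed among copies in the assembly were not the whole cause, since the hypo share was 86.6% (95% interval 83.4 to 89.3%) in 514 DMRs with 1 identical placement and 84.9% (81.1 to 88.1%) in 411 with 1 placement at up to 3 mismatches. Calls that rest on 1 DMC were not either, since the share was 91.4% in 93 DMRs with at least 3. Incomplete bisulfite conversion in the control libraries would add most at unmethylated promoters. Promoters made up 2.84% (1.70 to 4.71%) of hypoDMRs, 3.61% of hyperDMRs and 17.2% of candidate fragments. The list holds only differences above 10 points, so a smaller conversion deficit could not by itself place an unmethylated promoter on it. The low share of promoters therefore does not exclude such a deficit. Within these 10 samples, a loss shared by the arsenic animals, a loss in a few of them and a library difference between the groups may each remain. Values per animal would be needed to part them. The study described an excess of hypoDMCs in another independent experiment as well, which was not used here.

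LTR elements made up more of the hyperDMRs than of the hypoDMRs. Among DMRs with 1 identical placement the odds ratio was 2.26 (95% interval 1.18 to 4.20, Fisher's exact test, p = 0.00835), and among those with 1 placement at up to 3 mismatches it was 3.33 (1.58 to 6.79, p = 0.000933). Within classes of 3 or 4, 5 to 7 and 8 or more CpGs, the 27 hyperDMRs in LTR elements exceeded the 16.9 expected (one-sided permutation test, p = 0.00261). The number of CpGs was therefore not the whole cause. The depth of LTR regions and the spread between animals stay open.

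Per candidate fragment, chrY held 1.94 times as many DMRs as the autosomes (95% interval 1.05 to 3.28, exact binomial test, p = 0.0225), although in the test of all chromosomes chrY did not pass after adjustment. The excess depends on the background and on the calling rule. With all CpGs of the genome chrY held 1.03 times the expected number (exact binomial test, adjusted p = 1). That background includes CpGs outside MspI fragments, which RRBS does not enrich, so it does not show that the excess is absent. With the CpGs in candidate fragments it held 2.00 times that number, 4.89 times at 15 points or more, 0.708 at q at most 0.001 and 0.802 with at least 2 DMCs. The values under these stricter rules rest on a few of the 14 regions. Identical copies in the assembly were not the whole cause, since among windows with 1 identical placement the ratio was 9.09 (3.64 to 18.9), from 7 DMRs on chrY. All but 1 of these 7 had 72 to 579 placements at up to 3 mismatches. Near-identical copies cannot be told apart from an effect on chrY itself. Only 1 of the 14 DMRs on chrY had 1 placement at up to 3 mismatches, and the ratio of 5.27 from that region had an interval of 0.133 to 29.5. The region lies in an L1Md_F2 element at chrY, 2358727 to 2358772, and other DMRs on chrY may hold reads from several copies. The read depth of the regions on chrY is unknown beyond the minimum and stays open as well.

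Agreement of the deposited q-values with an adjustment over the 577 listed regions means that their size depends on which regions were listed. Of the 73 regions with a q-value above 0.01, 56 were hypoDMRs and 17 hyperDMRs, a hypo share of 76.7% (95% interval 65.8 to 84.9%). Among the 232 regions with q at most 0.001 it was 88.4% (83.6 to 91.9%).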
